A study of Mus musculus with 8 samples. Its data were reported in "DNA glycosylases Ogg1 and Mutyh influence gene expression of PRC2 targets associated with cognition" (2025).

How the data were processed

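Genomic DNA from the hippocampus of 6-month-old male mice was bisulfite sequenced across the whole genome. Mice were wild type (WT), lacked the DNA glycosylase Mutyh (Mutyh-/-), lacked the DNA glycosylase Ogg1 (Ogg1-/-), or lacked both (double knockout, DKO). The 8 libraries formed 4 genotype groups of 2 libraries each. The labels give a replicate number to each library but do not state whether the 2 libraries of a genotype came from separate animals, so the spread between them could be technical. Samples were grouped by the genotype in the labels.

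According to the submitters' processing notes, read quality was inspected with FastQC and reads were aligned to GRCm38 with Bismark 0.22.3. The authors removed cytosines with a coverage under 4 and called differentially methylated regions (DMRs) with HMST-Seq-Analyzer, separately for the CG, CHG and CHH sequence contexts. Regions were the transcription start site (TSS) and the transcription end site (TES), each ± 1 kb, and the gene body between them. At least 3 methylated sites were required at the TSS and TES and 5 in the gene body, with adjacent sites at most 200 bp apart. Each knockout library was compared with each WT library by a Wilcoxon rank-sum test over the cytosines of a region, which gave 4 library pairs per genotype. The relative ratio of a pair was the knockout score minus the WT score, divided by their mean, with scores on the scale from 1 to 2 described below, and a region was kept when it lay beyond 0.1 in size with 1 sign in all 4 pairs. The tables therefore hold called regions only, and regions that were tested and not called are not among the files used here. No depth or coverage per region is given, so depth is unknown and no interval that needs it was computed.

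The deposited methylation medians are a score on a scale from 1 to 2, which was read as 1 plus the methylated fraction. CG values lay between 1.16 and 2, and values at 1 plus a simple fraction were 4.15 times as frequent as neighbouring values. In the CHH tables that ratio was 2.65. The level of a library in percent is the score minus 1, times 100, averaged over the 2 library pairs the library entered. Levels are medians over the cytosines the tool kept in a region, not means over all its cytosines, which matters most for CHH. The deposited relative ratio is also a score, and relative ratios recomputed from the medians differed from it by at most 0.0121. The deposited p-value columns hold Wilcoxon p-values per pair that are not stated to be adjusted. In the authors' deposited table the largest p-value of any pair was 0.0489 and the smallest relative ratio was 0.1 in size.

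The tables held 9329 region entries. None had mixed signs over the 4 pairs, and 558 repeated the values of another entry under another transcript or gene. Starts were converted from 0-based to 1-based, and the chromosomes coded by number after the autosomes were written as X and Y. Of 4901 gene symbols, 4661 matched the RefSeq annotation of GRCm38 directly, 189 by synonym on the same chromosome and 25 after restoring a separator. Another 6 symbols had been turned into dates by a spreadsheet and were restored by position, 4 lay on another chromosome in the reference and were given no gene length, and 16 stayed unmatched. Matching reached 99.7%.

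Counts of regions were compared between features, between genotypes and between sequence contexts with Fisher's exact test (2-sided). Benjamini-Hochberg adjustment was made within each family of tests, except between sequence contexts, where p-values are unadjusted. No new test of single regions was run, since 2 libraries against 2 cannot reach significance in an exact test and the regions had already been selected on these values. Overlap between genotypes was counted over keys of gene and feature. It was set against independent lists of 26180 annotated genes and against a simulation of 4e+06 unchanged regions with normal noise, in which the genotypes share the WT libraries and thresholds are set to the observed call rates. Both gave every gene the same call rate, whatever its length. Sizes in single and double knockouts were compared with an exact sign test over shared keys.

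A total of 23 gene lists were examined, of which 22 were fixed from textbook knowledge before the files were opened. These were developmental transcription factors, Polycomb and Trithorax machinery, DNA methylation machinery, base excision repair, glutamate receptors and synapse, GABA synapse, plasticity and CREB signalling, immediate early genes, axon guidance, Wnt signalling, voltage-gated channels, protocadherins and cadherins, circadian clock, imprinted genes, extracellular matrix and collagens, glycolysis and energy, chemosensory receptors, and markers of neurons, astrocytes, oligodendrocytes, microglia and immune cells, and vessels and choroid plexus. The last list held 9 genes that the study names when it relates expression to DNA or histone methylation, which were chosen on these samples. Direction within CG DMR genes was tested with Fisher's exact test, each gene counted once per feature. Both list tests counted protein-coding members only. Presence among CG DMR genes was tested against 10000 random lists of protein-coding genes drawn from the same of 10 bins of gene length and 5 bins of CpG number (seed 7), a permutation of genes with a 2-sided percentile p. The annotation stands in for the regions that could have been called. On simulated data both list tests recovered a planted list in 20 of 20 runs, and lists without a planted effect had p under 0.05 in 4.77% of presence tests and 1.25% of direction tests. Simulated directions did not depend on gene length or feature, so the 1.25% does not cover direction calls that arise from gene length. Simulated presence rose with the square root of gene length, so the 4.77% does not cover a steeper dependence on length.

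Genes were named by a rule fixed beforehand, leaving out predicted and RIKEN symbols. It took, per genotype, the 4 CG regions with the largest level change per feature and direction, the 10 keys called in all 3 genotypes with the largest changes, Ogg1 and Mutyh, the genes the study names, up to 4 members of each list per genotype, the 3 CHH regions with the largest change per direction and all CHG regions. Not every gene the rule takes is printed.

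Alternatives fixed beforehand were relative ratios of at least 0.2 and 0.5, a p of at most 0.001, a level difference of at least 0.05, a minimum level of 0.1, leaving out each replicate, the same-numbered library pairs alone as a replicate block, 1 region per gene and feature, autosomes only, leaving out 10 Mb around the knocked-out genes, single features, overlap by coordinates, windows of 5 and 20 Mb, no length matching, and gene clusters counted once. Alternatives chosen after seeing the data were crossed library pairs, leaving out gene-body regions, permuting direction labels within feature and gene-length bin, matching each list member to the 40 coding genes nearest in length, and running the lists on hypomethylated TSS genes and on CHH region genes. An alternative that dropped only hypermethylated gene-body regions was tried and discarded because it selects on the outcome. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.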

Results

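Whole-genome bisulfite sequencing measured 5-methylcytosine in hippocampal DNA of WT, Mutyh-/-, Ogg1-/- and DKO mice, with 2 libraries per genotype. Ogg1 removes 8-oxoguanine from DNA and Mutyh removes adenine paired with it. Each knockout was compared with WT to ask where methylation changes when these glycosylases are missing. Levels are percentages given as mean ± SD over libraries (n = 2 per genotype), positions are 1-based on GRCm38, and the depth behind the values is unknown. Regions entered the tables only when all 4 library pairs passed the authors' threshold, so every region named rose or fell in every pair and small changes are absent by construction.

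In all 3 knockouts, CG methylation fell at most called TSS and TES regions, while gene bodies split between gains and losses. Mutyh-/- had 1701 CG DMRs, of which 593 were hypermethylated and 1108 hypomethylated. Ogg1-/- had 1440, with 597 hypermethylated and 843 hypomethylated, and DKO had 1730, with 728 and 1002. Counting each gene, feature and direction once gave 1542, 1279 and 1548. Of the hypomethylated ones counted in this way, the TSS held 30.7%, 34.9% and 33.0%, and gene bodies 46.7%, 44.5% and 45.4%. At the TSS 329 of 377 regions were hypomethylated in Mutyh-/-, 284 of 322 in Ogg1-/- and 323 of 363 in DKO. At the TES the hypomethylated regions numbered 237 of 279, 163 of 194 and 203 of 254. Gene bodies held most hypermethylated regions, with 503 in Mutyh-/-, 528 in Ogg1-/- and 637 in DKO, beside 542, 396 and 476 hypomethylated ones. The median gene-body gain was 21.5 percentage points in Mutyh-/-, 21.2 in Ogg1-/- and 21 in DKO, and TSS levels decreased by a median of 21.8, 21.5 and 22.5. The score ends at 2, so regions close to fully methylated in WT could be called losses but not gains. Median WT levels in gene bodies were 62.8%, 62.2% and 64.8% for gains and 79.5%, 75.5% and 80.5% for losses. Direction was not compared at equal WT level between features, genotypes or gene lengths.

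**Figure D1:**
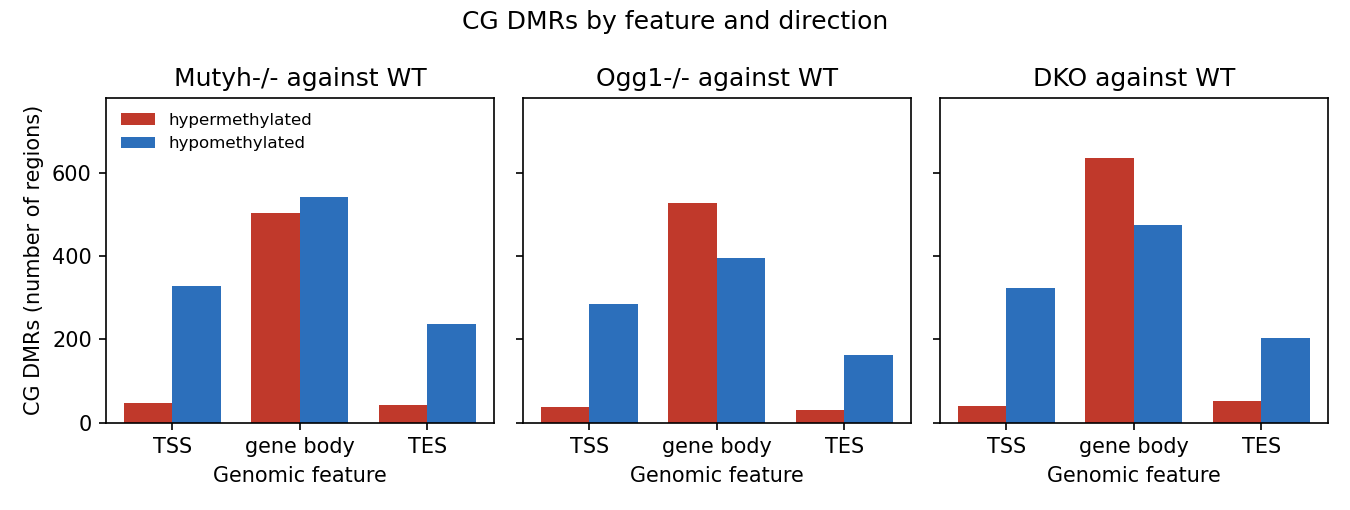
Number of CG DMRs (y axis) at the TSS, gene body and TES (x axis) in each knockout against WT. Red bars count hypermethylated and blue bars hypomethylated regions, and gene bodies hold the only red bars of similar height to the blue ones, such as 637 against 476 in DKO.

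The odds of hypomethylation at the TSS were 6.35 times those in gene bodies in Mutyh-/- (Fisher's exact test, adjusted p = 8.74e-37), 9.95 times in Ogg1-/- (adjusted p = 4.82e-49) and 10.8 times in DKO (adjusted p = 3.27e-58). For the TES against gene bodies the odds ratios were 5.23 (exact adjusted p = 2.52e-25), 7.0 (adjusted p = 1.16e-26) and 5.32 (adjusted p = 1.72e-27). TSS and TES differed from each other only in DKO, with an odds ratio of 2.03 (exact adjusted p = 0.00329). The contrast shrank without the calls that had a p over 0.001 in any pair. With a p of at most 0.001 in the deposited columns, hypermethylated regions fell to 90, 94 and 94. The TSS odds ratio was then 1.19 in Mutyh-/- (exact p = 0.666) and 1.89 in DKO (p = 0.0515), and the TES odds ratio was 1.24 in Mutyh-/- (p = 0.544) and 1.44 in DKO (p = 0.252). In Ogg1-/- the odds ratios shrank to 2.18 at the TSS (exact p = 0.0201) and 2.78 at the TES (p = 0.0129). Regions are not independent replicates, so these tests between features describe the lists.

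In Mutyh-/- the largest change in any gene body was in the knocked-out gene itself. Mutyh (chromosome 4, 116808734 to 116818431) fell from 94.5% ± 0 to 42.8% ± 3.89. Trnp1, a nuclear regulator of neural progenitors, fell in its gene body from 76.5% ± 3.54 to 38% ± 0.707, and Dlx4os from 72.5% ± 4.24 to 34.8% ± 6.72. Gene-body gains were largest in Fgf13, an intracellular fibroblast growth factor homologue that binds sodium channels, from 51.2% ± 15.9 to 90.5% ± 3.54, and in the cohesin regulator Pds5b from 55% ± 15.6 to 87.2% ± 7.42. WT levels had a wider spread in these gains than in the losses. In gene-body gains the value of a WT library also changed with its pair, by a median of 7 percentage points against 3 in gene-body losses.

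At the TSS, Sdc3, a heparan sulfate proteoglycan of neurons, fell from 77.5% ± 5.66 to 39% ± 14.1 (chromosome 4, 130791537 to 130793536), Hyi from 61.8% ± 9.55 to 29.2% ± 4.6 and Fignl2 from 71% ± 1.41 to 40.2% ± 1.06. The largest TSS gain was in Idua, a lysosomal glycosaminoglycan-degrading enzyme, from 32% ± 3.54 to 66% ± 2.83 (chromosome 5, 108659331 to 108661330). The TSS region of Dgkq overlaps that of Idua and rose from 30.8% ± 4.6 to 63% ± 2.83. Surf4, an endoplasmic reticulum cargo receptor, rose from 41.8% ± 8.84 to 67.5% ± 2.12. At the TES, the purine salvage enzyme gene Hprt fell from 70.5% ± 2.12 to 31% ± 0 (chromosome X, 53020661 to 53022660) and the chemokine receptor gene Ccr10 from 60.2% ± 7.42 to 30.2% ± 11. The actin-nucleation gene Arpc5l rose at its TES from 57.5% ± 3.54 to 85.2% ± 2.47, and the growth factor gene Mdk from 51% ± 1.41 to 77.5% ± 4.24.

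Among the gene lists, glutamate receptors and synapse genes passed both tests in Mutyh-/-. A region was called in 21 of 61 members against 8.66 expected (ratio 2.43, permutation adjusted p = 0.0046), with 18 hypermethylated and 3 hypomethylated (odds ratio 12.9, exact adjusted p = 1.26e-05). Both calls ended when gene length was held more closely. The postsynaptic scaffold gene Dlg2 rose from 59% ± 7.07 to 85.5% ± 9.9, Shank2 from 59% ± 9.9 to 85% ± 0.707 and the AMPA receptor gene Gria4 from 61.2% ± 12.4 to 86.8% ± 3.89. Protocadherins and cadherins, the cell adhesion genes, had 12 gains and 3 losses (exact adjusted p = 0.00212), including Cdh12 from 66.8% ± 5.3 to 90% ± 1.41. With gene length held 10.1 gains were expected (unadjusted permutation p = 0.327), so this call ended too. In gene bodies alone the list did not pass either (exact adjusted p = 0.0684). Axon guidance genes were over-represented, 25 of 104 with a region (ratio 1.81, permutation adjusted p = 0.023), with 14 gains such as L1cam from 75.2% ± 2.47 to 100% ± 0 and 12 losses such as Plxna3 from 100% ± 0 to 76.5% ± 2.12. Matched to the nearest genes in length, this over-representation did not pass (ratio 1.53, permutation adjusted p = 0.0805). Developmental transcription factors had 3 gains and 24 losses, which did not pass (exact adjusted p = 0.143). Their losses included the TSS of Twist2 from 59.2% ± 6.72 to 31.8% ± 1.06 and of Tbx4 from 90.8% ± 4.6 to 65.8% ± 1.06.

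No other list passed either test in Mutyh-/-. All 6 regions of oligodendrocyte markers were losses, with the myelin genes Mag from 81.8% ± 2.47 to 60.8% ± 2.47 and Cldn11 from 71.5% ± 3.54 to 48.8% ± 3.18 at the TSS (permutation p for presence, adjusted = 0.069). That list passed beside the nearest genes in length, a test chosen afterwards (ratio 3.92, permutation adjusted p = 0.0399), and without matching (ratio 3.6, adjusted p = 0.031). All 4 of astrocyte markers were losses, including the TSS of Aldh1l1 from 62% ± 2.83 to 38.2% ± 4.6 and of Mlc1 from 58.8% ± 1.06 to 38% ± 0 (permutation p for presence, adjusted = 0.326). Voltage-gated channels had 13 gains and 12 losses, plasticity and CREB signalling 8 and 7, extracellular matrix and collagens 4 and 12, Wnt signalling 2 and 5, neuron markers 3 and 2, and GABA synapse genes 1 and 3. In gene bodies alone voltage-gated channels had 12 gains and 1 loss (exact adjusted p = 0.00828). Over all features with gene length held, 11.1 of their 13 gains were expected (unadjusted permutation p = 0.42). Protein-coding imprinted genes and the Polycomb and Trithorax machinery had 5 losses each and no gain, among them Igf2r at its TSS from 64.5% ± 2.83 to 39.8% ± 9.55 and the H3K27 demethylase gene Kdm6b at its TES from 67.8% ± 0.354 to 40.8% ± 1.06. Base excision repair and immediate early genes had 3 losses each. The repair scaffold gene Xrcc1 fell at its TSS from 69.5% ± 5.66 to 40.8% ± 11.7. Chemosensory receptors had a region in 3 of 1512 genes, vessel and choroid plexus markers had 1 gain, and circadian clock and glycolysis genes had 1 loss each. No microglia marker and no DNA methylation machinery gene had a region.

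In Ogg1-/- the Ogg1 gene carried 1 CG DMR, a gain at its TES (chromosome 6, 113333187 to 113335186) from 65% ± 1.41 to 88.8% ± 3.18. The TES region of Camk1, a calcium/calmodulin-dependent kinase gene, covers nearly the same stretch and rose from 63.2% ± 1.77 to 89.5% ± 3.54. Mutyh had no region in Ogg1-/-, and Ogg1 had none in Mutyh-/- or DKO. The largest gene-body gain was in Zeb1, a zinc-finger transcription factor (chromosome 18, 5592860 to 5774468), from 48.5% ± 7.78 to 90% ± 5.66, followed by Nkain3 from 48% ± 12 to 82.8% ± 3.18. Predicted genes aside, gene-body losses were led by the interferon-inducible GTPase gene Gvin1, from 97% ± 4.24 to 66% ± 1.41, followed by Tmem28 from 69.2% ± 3.18 to 40.5% ± 0.707 and Cfp, which encodes the complement factor properdin, from 100% ± 0 to 71.8% ± 3.89.

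TSS losses in Ogg1-/- were led by BC064078 from 85% ± 0.707 to 50% ± 5.66 (chromosome 6, 128992020 to 128994019), with Loxl1, a lysyl oxidase-like gene, from 70.8% ± 0.354 to 39.2% ± 1.06 and Zfp872 from 66.8% ± 3.89 to 35.8% ± 6.01. The overlapping TSS regions of Lacc1 and Ccdc122 rose from 64% ± 1.41 to 91.5% ± 12 and from 61.2% ± 1.77 to 87% ± 13.4. Slc7a11, the cystine-glutamate exchanger gene, rose at its TSS from 52% ± 2.83 to 77.5% ± 2.83. At the TES, the myelin enzyme gene Cnp fell from 84.8% ± 3.18 to 52% ± 1.41 (chromosome 11, 100580740 to 100582739) and the imprinted cell-cycle inhibitor gene Cdkn1c from 73.5% ± 1.41 to 45.2% ± 6.72. Golga1, whose TES region overlaps that of Arpc5l, rose from 58.8% ± 0.354 to 85.5% ± 4.24.

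Glutamate receptors and synapse genes had a region in 24 of 61 members in Ogg1-/- (ratio 3.20, permutation adjusted p = 0.0046), with 19 gains and 5 losses (odds ratio 6.29, exact adjusted p = 0.00123), the direction call ending with gene length held. Gains included the metabotropic receptor gene Grm5 from 43.5% ± 0.707 to 70% ± 3.54 and the NMDA receptor subunit gene Grin2a from 57% ± 1.41 to 81% ± 9.19. Voltage-gated channels had 15 gains and 4 losses (exact adjusted p = 0.00322), with the calcium channel gene Cacna1d from 48% ± 2.12 to 78% ± 4.95 and the sodium channel gene Scn1a from 56.2% ± 7.42 to 79.5% ± 5.66. Their call also ended with gene length held (11.3 gains expected, permutation adjusted p = 0.543). Protocadherins and cadherins had 12 gains and 4 losses (exact adjusted p = 0.0194), such as Cdh8 from 52.8% ± 10.3 to 76.5% ± 4.95. In gene bodies alone this list did not pass in Ogg1-/- (exact adjusted p = 0.128) or Mutyh-/- (p = 0.0684). With gene length held 10.9 gains were expected in Ogg1-/- (unadjusted permutation p = 0.675), which also ended the call. Developmental transcription factors went the other way, with 1 gain and 23 losses (odds ratio 0.0679, exact adjusted p = 0.00193). This call too ended with gene length held, where 4.28 gains were expected (permutation adjusted p = 0.705). Examples of losses were Meis2 at its TES from 54.8% ± 1.06 to 31.8% ± 3.18 and Hoxa7 at its TSS from 51.5% ± 1.41 to 30.2% ± 1.06. The remaining lists did not pass in Ogg1-/-, among them base excision repair with 1 gain and 2 losses. Its losses were the TSS of Nudt1, which clears oxidised nucleotides, from 72.2% ± 7.42 to 49.8% ± 1.77, and of Xrcc1 from 62% ± 2.12 to 40.2% ± 13.8.

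In DKO the Mutyh gene body again showed the largest gene-body loss, from 94.2% ± 1.06 to 43.2% ± 4.6. Skint5 fell from 90.2% ± 1.06 to 53.2% ± 11.7, and Pms1, a mismatch repair gene, from 89.5% ± 7.07 to 59.8% ± 25.1 with a wide spread. Cdh8 rose in its gene body from 48.2% ± 0.354 to 81% ± 1.41, Dlg2 from 58.2% ± 5.3 to 90.8% ± 13.1 and Gli3, a transcription factor of Hedgehog signalling, from 38.8% ± 3.18 to 69.8% ± 6.01. At the TSS, Mta2, a subunit of the NuRD deacetylase complex, fell from 85.8% ± 3.89 to 47.2% ± 18.7 (chromosome 19, 8940920 to 8942919), and Tspan11 from 75.5% ± 14.8 to 39.2% ± 6.72. Nrk rose at its TSS from 56.5% ± 0.707 to 93% ± 9.9 (chromosome X, 138913430 to 138915429) and Zbtb3 from 38.2% ± 1.06 to 63% ± 0.707. Hprt again fell at its TES, from 71.8% ± 1.77 to 34.2% ± 9.55, as did Actl11 from 84.5% ± 0.707 to 49.8% ± 0.354, while the sodium channel subunit gene Scn2b rose from 54% ± 7.07 to 79.5% ± 9.19.

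Glutamate receptors and synapse genes had a region in 22 of 61 members in DKO (ratio 2.38, permutation adjusted p = 0.0046), with 20 gains and 2 losses (odds ratio 15.8, exact adjusted p = 1.3e-05), and both calls ended with gene length held more closely. The AMPA receptor gene Gria3 rose from 73% ± 1.41 to 100% ± 0 and the kainate receptor gene Grik2 from 69% ± 2.83 to 94% ± 8.49. Voltage-gated channels had 20 gains and 7 losses (exact adjusted p = 0.00468), such as the potassium channel gene Kcnd3 from 49.5% ± 0.707 to 73.5% ± 1.41. The direction call for voltage-gated channels in DKO also ended with gene length held (unadjusted permutation p = 0.123). Further lists were over-represented in DKO without a shift in direction. They were GABA synapse genes with 10 of 30 members (ratio 2.69, permutation adjusted p = 0.0129), plasticity and CREB signalling with 19 of 63 (ratio 2.18, permutation adjusted p = 0.0092), and protein-coding imprinted genes with 11 of 48 (ratio 2.59, permutation adjusted p = 0.0129). Matched to the nearest genes in length, plasticity and CREB signalling did not pass (ratio 1.65, permutation adjusted p = 0.0667). The GABA receptor gene Gabra2 fell at its TES from 67% ± 7.07 to 44% ± 2.12, and Gphn, the inhibitory synapse scaffold gephyrin, rose from 71% ± 2.12 to 94.2% ± 1.06. Among imprinted genes, Cdkn1c fell at its TES from 76% ± 1.41 to 47.2% ± 3.89 and Dlk1 in its gene body from 75.5% ± 0.707 to 50% ± 0. No chemosensory receptor of 1512 had a region in DKO, against 6.75 expected (permutation adjusted p = 0.0092). Developmental transcription factors had 5 gains and 18 losses (exact adjusted p = 0.373), with losses at the TES of Pax2 from 59.2% ± 4.6 to 32.8% ± 0.354 and of Hoxa9 from 72.2% ± 3.89 to 46% ± 5.66.

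Of the 9 genes the study names when it relates expression to DNA or histone methylation, 4 had a region in Mutyh-/-, 2 in Ogg1-/- and 4 in DKO. That list was chosen on these samples and is not independent evidence. The metabotropic glutamate receptor gene Grm7 gained gene-body methylation in all 3 knockouts, from 60.8% ± 6.72 to 85.5% ± 1.41 in Mutyh-/-, from 72.2% ± 3.18 to 93% ± 8.49 in Ogg1-/- and from 67.8% ± 7.42 to 91.8% ± 3.18 in DKO. The neurotrophin gene Bdnf lost it in Mutyh-/-, from 72.5% ± 0 to 52.2% ± 5.3, and in DKO, from 65.5% ± 0.707 to 42.5% ± 2.12. The NMDA receptor gene Grin1 fell in the same genotypes, to 59.2% ± 12.4 in Mutyh-/- and 50.8% ± 1.06 in DKO. Wnt6 fell in Mutyh-/- from 70.2% ± 8.13 to 50.5% ± 9.19 and in Ogg1-/- from 57.5% ± 7.07 to 39% ± 4.24, and Camk2a fell in DKO from 75% ± 9.19 to 56% ± 0.707.

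Direction in gene bodies followed gene length. Genes with a hypermethylated gene body had a median length of 327 kb in Mutyh-/-, 316 kb in Ogg1-/- and 311 kb in DKO, against 39.9, 34.5 and 30.5 kb for hypomethylated ones and 17.2 kb for all coding genes. In genes over 300 kb, 90.9%, 93.6% and 95% of gene-body regions were gains, and in genes under 10 kb 4.9%, 10% and 6.8%. Permuting the direction labels within feature and gene-length bin, a test chosen after this was seen, left no list past the threshold in any genotype. For glutamate receptors and synapse genes 18, 19 and 20 gains then stood against 16.4, 17.3 and 18.8 expected (permutation p = 0.447, 0.439 and 0.556). In Ogg1-/- voltage-gated channels had 15 gains against 11.3 (unadjusted permutation p = 0.0236, adjusted 0.543) and developmental transcription factors 1 against 4.28 (unadjusted p = 0.0628, adjusted 0.705). Over-representation of glutamate receptors and synapse genes also depended on how length was matched. With each member replaced by the nearest genes in length, again chosen afterwards, the ratio was 1.49 in Mutyh-/- (permutation adjusted p = 0.0805), 1.7 in Ogg1-/- (adjusted p = 0.0023) and 1.37 in DKO (adjusted p = 0.14). Axon guidance genes in Mutyh-/- then had a ratio of 1.53 (permutation adjusted p = 0.0805) and plasticity and CREB signalling genes in DKO 1.65 (adjusted p = 0.0667), so neither passed.

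**Figure D2:**
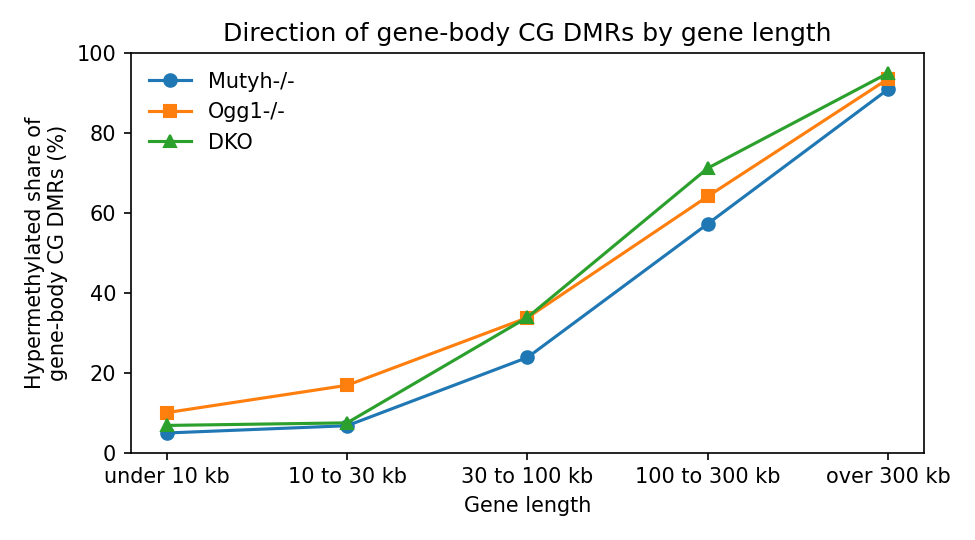
Share of gene-body CG DMRs that were hypermethylated (y axis, percent) in 5 classes of gene length (x axis), with 1 line per knockout. All 3 lines climb with length, and in genes over 300 kb they reach 90.9%, 93.6% and 95%.

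The genotypes were compared with each other to ask whether the balance of gains and losses differs. Losses made up 65.1% of CG DMRs in Mutyh-/-, 58.5% in Ogg1-/- and 57.9% in DKO. The odds of a loss were 1.32 times as high in Mutyh-/- as in Ogg1-/- (Fisher's exact test, adjusted p = 0.000248) and 1.36 times as high as in DKO (adjusted p = 4.73e-05), while Ogg1-/- and DKO had an odds ratio of 1.03 (adjusted p = 0.745). In gene bodies the odds ratios were 1.44 against Ogg1-/- (exact adjusted p = 0.000104) and 1.44 against DKO (adjusted p = 7.09e-05). At the TSS they were 0.917 and 0.849 (exact adjusted p = 0.81 each), and at the TES 1.07 (p = 0.797) and 1.42 (p = 0.415). Whether features differ in this was not tested. Regions are not independent replicates, so these tests describe the lists.

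Many genes were called in more than 1 knockout, nearly always in the same direction. Mutyh-/- and Ogg1-/- shared 442 keys of gene and feature, 421 of them in the same direction. Mutyh-/- and DKO shared 458, with 441 in the same direction, and Ogg1-/- and DKO shared 442, with 425. Independent lists would share 18, 21.7 and 18.6 in the same direction. The 3 comparisons use the same WT libraries. Simulated noise in all libraries, with the WT ones shared, gave 190, 217 and 191, so only the part above that exceeds the simulation. The excess was largest for gene-body gains, with 231, 247 and 252 shared against 62.3, 73.5 and 74.0. The simulation gave every gene the same call rate within a feature and direction, while these gains lay mostly in long genes. Unequal call rates raise overlap without a knockout effect, so this excess cannot be read as one. For TSS losses 49, 57 and 59 were shared against 38.8, 42.2 and 37.7, and for TES losses 31, 26 and 24 against 21.6, 24.6 and 19.5. Gene-body losses lay between, with 103, 102 and 78 against 62.4, 70.6 and 55.2.

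**Figure D3:**
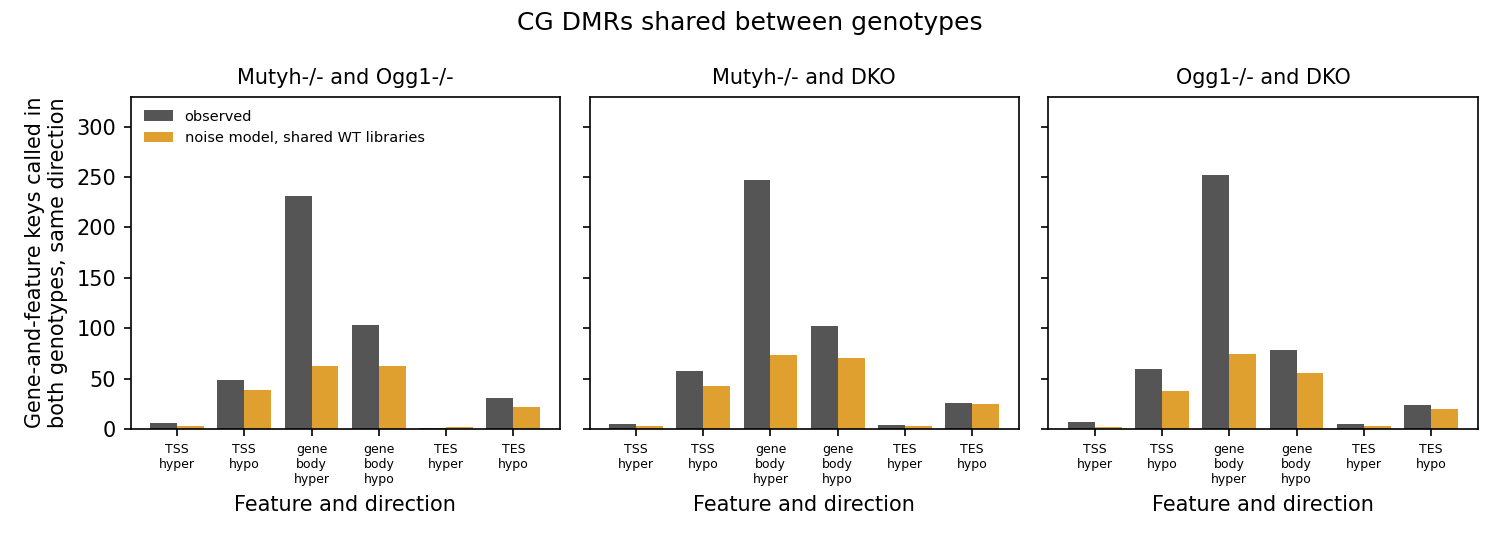
Number of gene-and-feature keys called in the same direction in a pair of knockouts (y axis), by feature and direction (x axis). Dark bars are observed counts and light bars the counts from simulated noise with shared WT libraries, and the widest gap is for gene-body gains, such as 252 against 74.0 for Ogg1-/- and DKO. The simulation gave genes of all lengths the same call rate.

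A total of 250 keys changed the same way in all 3 knockouts. They comprised 182 gene-body gains, 44 gene-body losses, 17 TSS losses, 5 TES losses and 2 TSS gains. Dlg2 rose in its gene body (chromosome 7, 92063394 to 92448246) to 85.5% ± 9.9 in Mutyh-/-, 85.2% ± 6.01 in Ogg1-/- and 90.8% ± 13.1 in DKO. Of the glutamate list, Dlgap1, Dlgap2, Gria1, Gria3, Grik2, Grin2a, Grm5, Grm7, Nlgn1, Nrxn3 and Shank2 were also gains in every knockout. Several of the largest shared gains lie on chromosome X, among them Iqsec2, an exchange factor of excitatory synapses, from 71.2% ± 3.18 to 98% ± 2.83 in Mutyh-/-, from 64.5% ± 2.83 to 90.8% ± 1.77 in Ogg1-/- and from 63% ± 1.41 to 88.8% ± 8.84 in DKO. Aff2 rose to 89% ± 3.54, 90% ± 2.83 and 85.8% ± 6.01 in the same order. TSS losses shared by all included Bloc1s1, a subunit of a lysosome-related organelle complex (chromosome 10, 128922525 to 128924524), from 75% ± 13.4 to 45.8% ± 1.77 in Mutyh-/-, from 72.8% ± 13.1 to 47.8% ± 8.84 in Ogg1-/- and from 83% ± 9.19 to 52% ± 4.24 in DKO. Plec, which encodes the cytoskeletal linker plectin, lost methylation at different annotated start sites in the 3 knockouts. Counted by gene at any feature, list members with a loss in every knockout were Lhx2, Tbx1, Kdm6b, Gabra5, Mapk3, Wnt7b, Kcnj10, Cdkn1c, Mmp9, Ntng2, Plxna3 and Rgma. The feature can differ between knockouts, so these genes need not be among the 250 keys.

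Changes in DKO were compared with those in each single knockout to ask whether losing both genes gives larger changes. In keys of gene and feature called in both Mutyh-/- and DKO, 121 of 245 gains (exact sign test p = 0.898) and 94 of 171 losses (p = 0.221) were larger in DKO. Of keys shared by Ogg1-/- and DKO, 127 of 256 gains (exact sign test p = 0.95) and 91 of 153 losses (p = 0.0233) were larger in DKO. With level differences as size, 105 of 159 losses were larger in DKO than in Ogg1-/- (exact sign test p = 6.41e-05) and 105 of 183 than in Mutyh-/- (p = 0.0543). Across shared keys, sizes in DKO and Mutyh-/- had a Pearson r of 0.272 for gains and 0.706 for losses, and those in DKO and Ogg1-/- 0.350 and 0.486. Simulated noise with shared WT libraries gave 0.289, 0.258, 0.244 and 0.245 in the same order. Covariances exceeded the simulated ones only for losses shared with Mutyh-/-, at 0.000453 against 0.000324, where Spearman rho was 0.585. For losses shared with Ogg1-/- the covariance was 0.000203 against 0.000275. For gains it was 7.82e-05 against 0.000253 with Mutyh-/- and 9.34e-05 against 0.000213 with Ogg1-/-. Mutyh itself is among the losses shared by Mutyh-/- and DKO.

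CHH regions were almost all hypomethylated. Mutyh-/- had 1548 CHH losses and 7 gains, Ogg1-/- 2017 and 4, and DKO 854 and 20. The odds of a loss exceeded those of CG regions by 118 times in Mutyh-/- (Fisher's exact test, unadjusted p = 5.85e-180), 357 times in Ogg1-/- (p = 2.32e-258) and 31.0 times in DKO (p = 6.84e-127). Regions are not independent replicates and all comparisons share the WT libraries, so these tests describe the lists. The median CHH level in losses went from 43% to 24% in Mutyh-/-, from 41.5% to 23.2% in Ogg1-/- and from 45.2% to 26% in DKO. The tight-junction gene Cldn19 fell at its TSS (chromosome 4, 119254469 to 119256468) in Mutyh-/- from 66.2% ± 5.3 to 27.5% ± 2.12, Inppl1, a phosphoinositide phosphatase gene, in Ogg1-/- from 64.5% ± 19.1 to 26.8% ± 8.13, and Togaram2 in DKO from 63.8% ± 6.72 to 29.5% ± 0.707. Gains included the T-cadherin gene Cdh13, from 16.2% ± 3.18 to 31.8% ± 1.77 in Mutyh-/- and from 18.8% ± 0.354 to 35.2% ± 1.06 in Ogg1-/-. Iqsec3, an exchange factor of inhibitory synapses, rose in Mutyh-/- from 75.2% ± 6.72 to 99.2% ± 1.06 and fell in Ogg1-/- from 71.2% ± 17.3 to 35.2% ± 13.1.

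CHG regions were few, all of them losses, with 3 in Mutyh-/-, 5 in Ogg1-/- and none listed in DKO. The homeobox gene Cux1, listed under 2 transcripts, fell from 52.2% ± 8.13 to 29% ± 5.66 in Mutyh-/- and from 51% ± 16.3 to 23.8% ± 6.72 in Ogg1-/-. The other Ogg1-/- regions were Cmss1 from 39.2% ± 1.77 to 23.2% ± 1.06, Nav2 from 38.8% ± 1.06 to 22.5% ± 2.12 and Wwox from 46% ± 12 to 27% ± 0. In Mutyh-/- the other region was the TES of Gm17762.

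Regions near the knocked-out genes were counted because flanking DNA of another strain can look like a methylation change. Within 10 Mb of Mutyh lay 22 CG DMRs of Mutyh-/- and 23 of DKO, against 14 of Ogg1-/- (odds ratios 1.3 and 1.37). Within 10 Mb of Ogg1 lay 18 of Ogg1-/- and 15 of DKO, against 18 of Mutyh-/- (odds ratios 1.18 and 0.818). None of the 4 passed Fisher's exact test (adjusted p = 0.619 each).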

Values the study reported

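The study counted 1542 differentially methylated regions in Mutyh-/-, 1279 in Ogg1-/- and 1548 in DKO hippocampus. It gave the TSS share of hypomethylated regions as reaching 41% in Ogg1-/- and DKO. The TSS shares counted here were lower, with gene bodies holding the largest share of losses, and the difference was not resolved.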

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

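Of the tests below, those of read depth on X, of library sex, of shared WT libraries and of list labels permuted within gene-length bins were chosen only after the result was seen, as were the values of the same WT libraries in different tables.

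The hypomethylated share of CG DMRs stood out because it differed between knockouts, with an odds ratio of 1.32 for Mutyh-/- against Ogg1-/- and 1.36 for Mutyh-/- against DKO. Some keys were called in opposite directions in a pair of knockouts, 21 for Mutyh-/- and Ogg1-/-, 17 for Mutyh-/- and DKO and 17 for Ogg1-/- and DKO, and these differences were not tested. Among them was Cntnap2, which rose in Mutyh-/- from a WT mean of 70.8% to 92% and fell in DKO from a WT mean of 90% to 68.5%. The glycerol kinase gene Gk fell in Mutyh-/- from 98.5% to 73.2% and rose in DKO from 77% to 98.2%. The WT libraries were the same in all comparisons, so the WT value of a gene body changed with the table.

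Gene-body gains lay in long genes, and a regulation of synaptic genes apart from their length cannot be told apart from that trend. With length held, the lowest permutation p over the 3 knockouts was 0.439 and the counts lay within 2 of those expected, a bound set beforehand that was too narrow for spreads of 1.41, 1.59 and 1.21, while presence of the list passed in all 3 with length matched in bins and in Ogg1-/- with the nearest genes in length. A second explanation is that each library pair picks another stretch of a long gene. The difference between a WT library's values in its 2 pairs was 1.13, 1.3 and 1.10 times as large in the longer genes as in the shorter ones, with permutation p of 0.151, 0.0004 and 0.123. The split lay at a gene length of 346, 342 and 330 kb, so the shorter group held long genes too and this test cannot decide. The median difference between a WT library's 2 values was 7, 6 and 7 percentage points in gene-body gains and 3 in gene-body losses of each knockout. Values in gains thus depended more on the pair, but how this varies with gene length stays open. Regulation tied to length itself was not tested.

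Chromosome X held 15.0%, 19.2% and 11.9% of gene-body CG DMRs in Mutyh-/-, Ogg1-/- and DKO. Longer genes on X are argued against, since the lowest X share of gene-body region genes was 11.8% and length-matched genes gave 4.30%. Libraries of different sex are argued against too, since promoters should then lead, and the highest odds ratio of lying on X at the TSS against gene bodies was 0.453. A lower read depth on the single X of males fits: WT values sat at simple fractions more often on X, with a lowest odds ratio of 2.98, which was 1.63 when fully methylated values were left out. Fully methylated values of WT replicate 1 in its first pair made up 22.3%, 18.1% and 21.1% of gene-body regions on X. On autosomes they made up 1.91%, 1.34% and 1.12%. The gene lists were not rerun on autosomes alone, so members on X count in them. Depth itself is not in the files, and a knockout effect on X-linked genes such as Iqsec2 and Aff2 stays open, untested.

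Nearly all CHH DMRs were losses. Shared keys were at least 1.80 times those of the noise model, which already holds random noise in the shared WT libraries. Such an excess can come from an effect common to the knockouts or from WT libraries with higher CHH values throughout. It can also come from call rates that differ between genes, which the model leaves out, so these cannot be told apart. Fewer reads per cytosine in WT cannot be told apart from the level itself. This was tested in CG gene-body regions. There the odds ratios of simple fractions in WT against knockout values ran from 0.277 in losses to 4.11 in gains. They followed the direction of the regions in Mutyh-/- and DKO, while in Ogg1-/- gains gave 3.12 and losses 0.921 (Fisher's exact p = 0.761).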

How the results depend on the processing

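Leaving out gene-body regions, permuting labels within length bins and matching nearest genes in length were tests chosen only after results were seen, as were crossed pairs. Depth per region is unknown, so no result could be tried at another coverage minimum. Median relative ratios could not change sign, because every region had 1 sign in all 4 pairs. In the authors' deposited table they were 0.122 and -0.13 for gains and losses in Mutyh-/-, 0.125 and -0.128 in Ogg1-/-, and 0.122 and -0.133 in DKO. Leaving out each replicate gave 0.12 to 0.125 for gains and -0.13 to -0.125 for losses. In the replicate block of same-numbered pairs, losses had medians of -0.13, -0.125 and -0.13, and deviations of same-numbered libraries correlated with r from -0.0715 to 0.184 across regions, highest at the TES of Mutyh-/-. The same-direction counts, CHH counts and counts on autosomes only stayed within their limits, apart from the stricter thresholds below. Near Ogg1 the odds ratio of DKO against Mutyh-/- turned from 0.818 within 10 Mb to 1.28 (exact p = 0.371) within 20 Mb, and the other windows of 5 and 20 Mb gave 0.983 to 1.98, none significant. The minimum level removed no region.

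Stricter thresholds changed most. A relative ratio of at least 0.2 left 3 CG losses in Mutyh-/-, 1 in Ogg1-/- and 2 in DKO, no gains, and 2 keys shared by Mutyh-/- and DKO, and at 0.5 none was left, so no direction test could be run. A p of at most 0.001 left 90, 94 and 94 gains and 507, 346 and 491 losses in Mutyh-/-, Ogg1-/- and DKO. The odds of hypomethylation against gene bodies then fell to 1.19 (exact p = 0.666) at the TSS and 1.24 (p = 0.544) at the TES in Mutyh-/-, and to 1.89 (p = 0.0515) and 1.44 (p = 0.252) in DKO, and to 2.18 (p = 0.0201) and 2.78 (p = 0.0129) in Ogg1-/-. Without gene-body regions, by construction, 90, 69 and 91 gains and 566, 447 and 526 losses were left.

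The balance between knockouts turned at the TSS alone, where the odds ratios were 0.917 for Mutyh-/- against Ogg1-/-, 0.849 for Mutyh-/- against DKO and 0.926 for Ogg1-/- against DKO, none significant. At the TES alone they were 1.07 (exact p = 0.797) and 1.42 (p = 0.415) for Mutyh-/- against the others. With level differences as size, 50.8% of gains were larger in DKO than in Mutyh-/- and 50.8% than in Ogg1-/-, where relative ratios had put both just under equality. Of losses, 57.4% (exact sign test p = 0.0543) and 66.0% (p = 6.41e-05) were larger in DKO. The shared keys are not independent replicates, so these sign tests describe the lists. The causes were not tested.

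Lists shifted in direction fell to 0 in every knockout with labels permuted within feature and gene-length bin. They were also 0 at the TSS alone, where no list had over 7 genes and the glutamate list had none, so that says nothing about stability. For developmental transcription factors the odds ratio of a gain was 0.0887 (exact adjusted p = 0.0152) in gene bodies of Mutyh-/-, 0 (adjusted p = 1) at the TSS of Ogg1-/- and 2.12 (adjusted p = 1) at the TSS of DKO. Gene bodies alone ended the call for protocadherins and cadherins in Mutyh-/- (exact adjusted p = 0.0684) and Ogg1-/- (p = 0.128), and in DKO they passed there (p = 0.0267), as voltage-gated channels did in Mutyh-/- (p = 0.00828). Without length matching 9, 10 and 9 lists passed the presence test, with developmental transcription factors at 1.64 (permutation adjusted p = 0.044) in Mutyh-/- and 1.74 (adjusted p = 0.0378) in Ogg1-/-. Counting clusters once gave 1.83 (permutation adjusted p = 0.0215) for them in Mutyh-/-. With the nearest genes in length they reached 1.88 (permutation adjusted p = 0.0207) and 2.00 (adjusted p = 0.0184), 3 lists passed in Ogg1-/- and 3 in DKO, and glutamate genes fell to 1.49 (adjusted p = 0.0805) in Mutyh-/- and 1.37 (adjusted p = 0.14) in DKO. Axon guidance genes in Mutyh-/- fell to 1.53 (permutation adjusted p = 0.0805) and plasticity genes in DKO to 1.65 (adjusted p = 0.0667).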

Other observations

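The runs of the lists on CHH region genes and on hypomethylated TSS genes and the comparison of library values between pairs were chosen only after results were seen.

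Among genes with a CHH region, extracellular matrix and collagen genes were over-represented in Mutyh-/-, with 38 of 139 members against 18.2 expected (ratio 2.09, permutation adjusted p = 0.0023), and in Ogg1-/-, with 44 (ratio 1.84, adjusted p = 0.00153). Developmental transcription factors were over-represented in the same knockouts, with 23 (ratio 2.59, permutation adjusted p = 0.0023) and 30 (ratio 2.88, adjusted p = 0.00153) of 251 members. Wnt signalling genes had 17 of 67 in Ogg1-/- (ratio 2.41, permutation adjusted p = 0.00153), and ratios of 2.14 in Mutyh-/- (adjusted p = 0.0874) and 2.77 in DKO (adjusted p = 0.0943) that did not pass. No list passed in DKO, where the lowest adjusted p of these lists was 0.0598. Gene length was matched in bins only for these CHH tests, and the nearest genes in length were not tried. CHH losses had a median gene length of 98.4 kb in Mutyh-/-, 110 kb in Ogg1-/- and 101 kb in DKO, against 17.2 kb for all coding genes. Whether the CHH calls hold with length matched more closely was not tested. Among genes with a hypomethylated TSS no list passed in any knockout. CG and CHH regions shared 130 keys of gene and feature in Mutyh-/-, 160 in Ogg1-/- and 85 in DKO.

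The value of a library in a gene-body gain changed with the library it was paired with. Across these regions the WT replicate 1 values from its 2 pairs correlated with r = 0.251 in Mutyh-/-, 0.421 in Ogg1-/- and 0.423 in DKO, and those of WT replicate 2 with 0.404, 0.428 and 0.444. In gene-body losses replicate 1 had 0.762, 0.789 and 0.741 and replicate 2 had 0.819, 0.859 and 0.790. In regions with identical coordinates in the Mutyh-/- and Ogg1-/- tables, the median difference between the WT means of the 2 tables was 4.5 percentage points in gene-body gains and 1.88 in gene-body losses. In CHH gene-body losses the correlations were lower, with r of 0.171, 0.206 and 0.156 for replicate 1 and 0.134, 0.224 and 0.150 for replicate 2. The median difference between a WT library's 2 values was similar, at 6, 6 and 7 percentage points there and 7, 6 and 7 in CG gene-body gains.

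The Mutyh gene body fell by 51.8 percentage points in Mutyh-/- and by 51 in DKO, where the median gene-body loss was 20.8 and 21, and the cause was not tested. A hypothesis fixed beforehand was that DNA of another strain flanks the knockout alleles. The highest of the 4 odds ratios for regions within 10 Mb was 1.37, and the upper bounds reached 2.90, so flanking DNA cannot be told apart from no enrichment at these counts.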
